A study of Homo sapiens with 18 samples. Its data were reported in "The role of reciprocal fusions in MLL-r acute leukemia: studying the chromosomal translocation t(4;11)" (2021).

How the data were processed

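ATAC-seq reads, which come from places where a transposase could insert into open DNA, were counted per gene in 18 libraries of HEK293T cells, a human embryonic kidney line. The labels put 3 replicates into each of 6 groups, from 3 construct settings on day 3 and day 28. In the first setting the cells carried an inducible MLL-AF4 construct, in the second an inducible AF4-MLL construct, and in the third (co-expression) a constitutive MLL-AF4 construct together with inducible AF4-MLL. Inducible constructs were switched on with doxycycline at 1 µg/ml for 48 h. No mock cells are among the labelled libraries, so the constructs were compared with each other and the days with each other.

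The authors deposited a single table of raw counts, whole numbers for 54425 genes with Ensembl identifiers and symbols, 1 column per library. The aligner, the counting tool, the genome build, the region counted around each gene, the treatment of duplicate and multiply mapped reads and the shift of reads to the insertion site are not stated in the table, its labels or the text of the paper, and the paper's supplementary file was not analysed here, so none of them could be checked. Of the gene entries, 116 merge several Ensembl identifiers that share a symbol. The strand of a read carries no information in this assay, and genes that overlap or share sequence can therefore share reads. Gene symbols were matched to a RefSeq table of assembly GRCh38.p14. It gave gene type, chromosome, the order of neighbouring genes and the overlaps between genes. It held 35483 of the symbols, 15523 of the genes tested (87.9%) and 87.3% of the nuclear counts. No coordinates are given because the build of the counts is unknown.

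Counts were analysed in R 4.3.3 with edgeR 4.0.16. All 18 libraries were fitted together with 6 groups and no other covariate, with TMM normalisation, the filterByExpr filter (minimum count 10, minimum total 15) and quasi-likelihood F tests. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05. The fit tested 17660 genes and estimated a biological coefficient of variation of 7.48%. There were 12 contrasts: day 28 against day 3 in each of the 3 construct settings, the 3 pairs of construct settings on each day, and 3 interactions that compare the change over time between settings. Beside the adjusted calls, the study's own selection was applied to the same fit, with an unadjusted p-value under 0.05, an absolute log2 fold change over 1 and a mean count over 2. CPM values in the text are normalised read counts that use the TMM-scaled library sizes and are given as mean ± SD over 3 libraries. Fold changes are on the log2 scale with their standard error (SE).

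The share of counts on the 37 mitochondrial genes was compared with exact two-sided permutation tests, 3 libraries against 3, for which the smallest possible p-value is 0.1. Shares of nuclear counts on each of 23 chromosomes were compared on the log2 scale with limma 3.58.1, adjusted over all 207 chromosome and contrast pairs. Gene types were compared by two-sided Fisher's exact tests among nuclear genes, and such a test was void where fewer than 80% of the called nuclear genes had a RefSeq type. Persistence was measured as the share of day 3 calls that were called in the same direction on day 28, with a Clopper-Pearson 95% interval. The day 3 and day 28 contrasts share no library. Intervals of this kind treat genes as independent and cover counting error only.

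A list of 22 genes reported as targets of MLL fusions was fixed in advance and tested with limma's fry, with camera at a preset correlation of 0.01 beside it. A second list, of 19 genes of the endoplasmic reticulum (ER) stress response, was written after HSPA5 and CRELD2 had been seen among the calls and leaves both of them out. Its result is among the other observations. Genes are named in the text by a fixed rule. KMT2A, AFF1 and MIF are followed in every contrast. Otherwise up to 2 genes per contrast and direction are named, those with the smallest adjusted p-value among called genes with a mean of at least 10 counts and all 3 libraries of one group above all 3 of the other. For interactions the rule uses the adjusted p-value only. Groups, tests, thresholds, the target list, the naming rule and most alternatives were fixed before the data were examined. Where a group had at most 3 counts in every library, a fold change is given as a bound computed against 3 counts.

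The pipeline was tested on simulated data drawn from the mean count and spread of each real gene and the real library sizes, with 17206 genes tested and 200 genes moved by 1 on the log2 scale, up or down, in co-expression cells on day 3. Among genes with high counts, 189 of 200 were recovered (94.5%) with 9 false calls. Among genes with low counts, 76 of 200 were recovered (38.0%) with 3 false calls. A contrast without simulated change gave 0 calls in both runs.

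Alternatives changed 1 choice at a time, DESeq2 excepted: DESeq2's size factors within edgeR, library size only, a loess offset on abundance with a span of 0.3, no filter beyond 1 count in any library, a stricter filter (at least 10 counts in 3 libraries and a mean of 20), DESeq2 1.42.0 with its Wald test, only the libraries of the groups compared, the replicate number as a block, and each library left out in turn. DESeq2 was run on all 54425 genes with its own size factors and filtering, so scaling, filter and test changed together. Adjusted p-values that DESeq2 leaves undefined stayed undefined and were not counted as lost calls. A fit of nuclear genes only, without the mitochondrial genes and 397 genes named as nuclear copies of them, was chosen after seeing the data. So was a regional offset for nuclear genes with a place in the RefSeq table. Each of them is scaled per library by the summed counts of up to 25 tested genes on each side of it. Called genes and the gene itself are left out of the sum. Genes without a place, mitochondrial genes and their copies kept the TMM scaling alone. KMT2A, AFF1 and the gene types were given the stricter reporting of main results after their values had been seen. In counting other splits of the libraries, the gene filter and the normalisation factors of the real groups were kept.

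No pairing by replicate number was seen. Over 27 pairs of equally numbered libraries the correlation of their deviations from the group means ran from −0.051 to 0.016, and 0 pairs exceeded 0.1. Every pair of replicates differed by more than sampling noise, with chi-square values per degree of freedom from 1.06 to 1.32, so no library appears to be deposited again as another replicate. These values leave most of the deviation to sampling noise, so the correlations could have missed a pairing. GC content and gene length are not in the table, and neither was tested by itself as a cause. The count density used in some checks was available for 15464 of the genes tested. No column or library of the table was left out.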

Results

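The data were counts of ATAC-seq reads per gene in HEK293T cells with t(4;11) fusion constructs, in which MLL is the gene KMT2A and AF4 the gene AFF1. Cells with inducible MLL-AF4 (called MLL-AF4 cells), with inducible AF4-MLL (AF4-MLL cells) and with both fusions, MLL-AF4 constitutive and AF4-MLL inducible (co-expression cells), were each sampled on day 3 and day 28, with 3 libraries per group. The libraries held from 442159 to 3539937 counts (median 1254820). Totals ran from 442159 to 1323431 in AF4-MLL cells, from 648466 to 715327 in MLL-AF4 cells and from 930067 to 1186209 in co-expression cells on day 3. On day 28 they ran from 1953507 to 2943823, from 1543372 to 2620509 and from 1058754 to 3539937. Nuclear genes received from 284109 counts in replicate 2 of the AF4-MLL cells on day 3 to 890525 counts in replicate 1 of the co-expression cells on day 28. Between 31881 and 42726 genes had at least 1 count in a library, and a tested gene had a median of 21 counts per library. At that depth a change by 1 on the log2 scale was mostly recovered for genes with high counts and missed more often than found for genes with low counts, as the simulated data showed.

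The source genes of the constructs came first, because they bear on the labels. KMT2A (ENSG00000118058, chromosome 11) had 96.5 ± 12.6 CPM (SD, n = 3) in AF4-MLL cells on day 3 and 94.0 ± 9.5 CPM on day 28. In MLL-AF4 cells it had 35.7 ± 6.9 and 45.4 ± 1.7 CPM, and in co-expression cells 52.8 ± 5.1 and 67.4 ± 10.9 CPM. All 3 AF4-MLL libraries lay above all 3 MLL-AF4 libraries on both days. The log2 difference between AF4-MLL and MLL-AF4 cells was 1.39 on day 3 (SE 0.17, edgeR adjusted p 1.7e-10) and 1.06 on day 28 (SE 0.13, adjusted p 7.5e-10). It was called under all 16 alternatives on each day, with log2 values from 1.23 to 1.57 on day 3 and from 1.02 to 1.14 on day 28. Co-expression cells differed from AF4-MLL cells by −0.83 on day 3 (adjusted p 9.1e-06, called under 16 of 16 alternatives) and −0.45 on day 28 (adjusted p 0.029, called under 9 of 16). Against MLL-AF4 cells the difference was 0.56 on day 3 (adjusted p 0.088, under 0.05 in 0 of 16 alternatives) and 0.62 on day 28 (adjusted p 0.0072, called under 11 of 16). The day 28 call against MLL-AF4 cells was lost without replicate 1 of the co-expression cells (log2 0.43) or replicate 2 of the MLL-AF4 cells (log2 0.58). The day 28 call against AF4-MLL cells was lost without replicate 1 or 2 of the AF4-MLL cells (log2 −0.41 and −0.40) or replicate 2 or 3 of the co-expression cells (log2 −0.34 and −0.41). AFF1 (ENSG00000172493, chromosome 4), which overlaps 2 other genes, was called in none of the 12 contrasts. Its largest group mean was 62.9 ± 3.3 CPM (AF4-MLL cells, day 3) and its smallest 50.5 ± 9.2 CPM (MLL-AF4 cells, day 28). With library size as the only scaling it changed by −1.34, −1.16 and −0.95 from day 3 to day 28 in AF4-MLL, MLL-AF4 and co-expression cells, as most genes did, and was called lower in each.

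**Figure D1:**
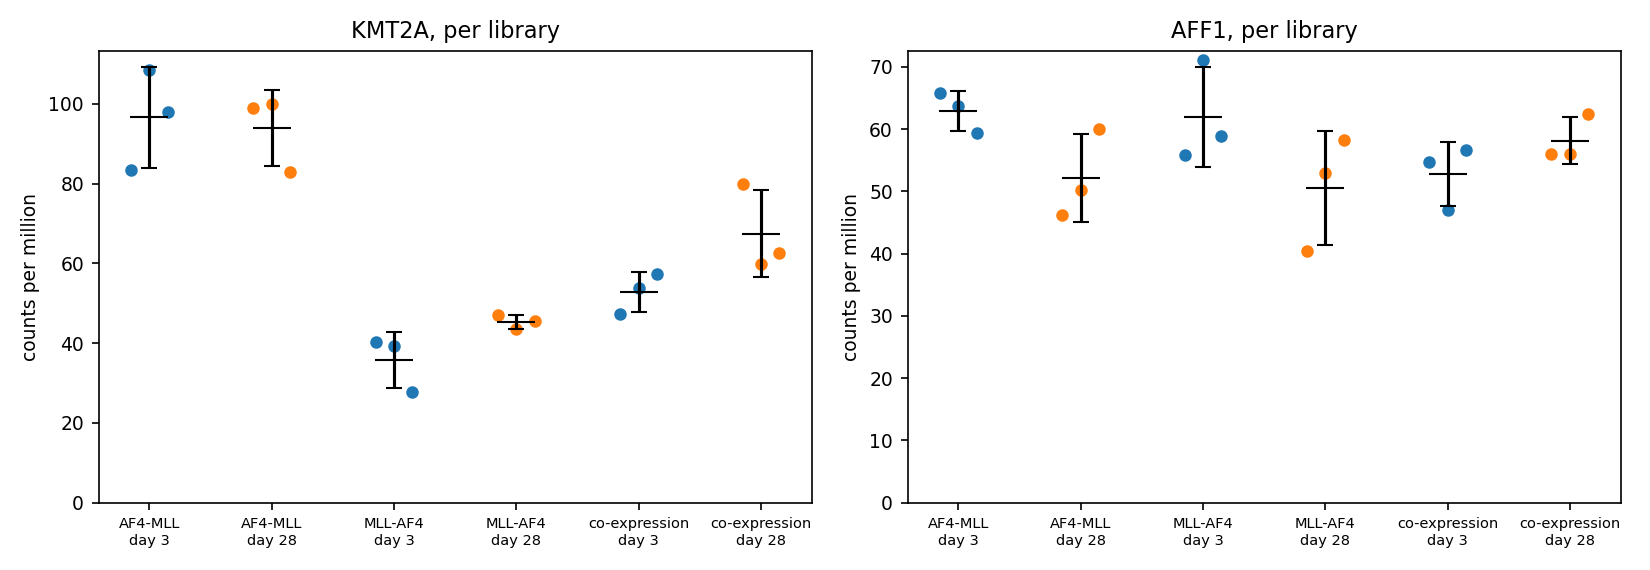
Normalised counts (CPM) of KMT2A and AFF1 per library (points) with group mean and SD, for the 6 groups of 3 libraries. For KMT2A the AF4-MLL cells, with means of 96.5 and 94.0 CPM, lie above the MLL-AF4 cells, with means of 35.7 and 45.4 CPM, on both days.

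Mitochondrial genes took a larger share of the counts on day 28 in every setting. The share was 38.3% ± 4.9 (SD, n = 3) in AF4-MLL cells, 44.0% ± 1.8 in MLL-AF4 cells and 39.4% ± 5.9 in co-expression cells on day 3. On day 28 it was 65.3% ± 2.4, 65.0% ± 0.8 and 65.5% ± 2.6. The differences of 26.9, 21.1 and 26.1 percentage points exceeded the spread between replicates, with all 3 libraries of day 28 above all 3 of day 3. The exact two-sided permutation test gave p 0.1 for each, the smallest it can give for 3 against 3 libraries, and 0.3 after adjustment over 9 comparisons. Between settings on the same day the differences ran from −5.65 to 1.11 percentage points, with exact p from 0.2 to 0.9 and adjusted values from 0.36 to 0.9. Leaving out the mitochondrial ribosomal RNA genes changed the day differences to 26.7, 21.1 and 26.1 points. In ATAC-seq this share counts mitochondrial DNA left in the nuclei preparation, and it is not a measure of expression.

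**Figure D2:**
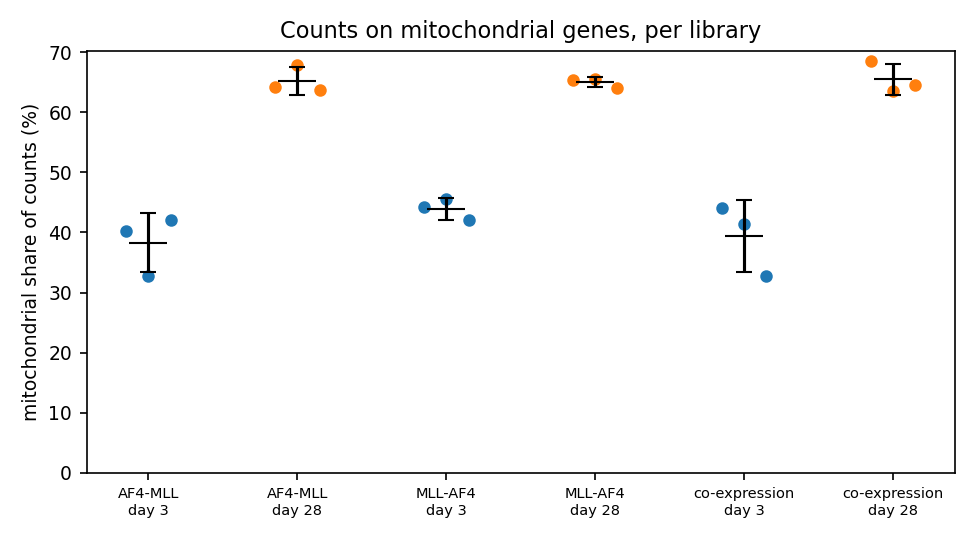
Share of counts on mitochondrial genes (percent) per library (points) with group mean and SD. The day 28 groups have means from 65.0% to 65.5% and the day 3 groups from 38.3% to 44.0%.

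The comparison of day 28 with day 3 asks what changed between the end of the induction and 4 weeks of culture. It called 107 of 17660 genes in AF4-MLL cells (80 higher and 27 lower on day 28), 506 in MLL-AF4 cells (228 higher, 278 lower) and 107 in co-expression cells (77 higher, 30 lower). Of these, 58, 55 and 57 were mitochondrial genes or nuclear copies of them, which left 49, 451 and 50 other genes. Among these others 22, 173 and 20 were higher and 27, 278 and 30 lower, so lower genes prevailed in each setting. Under the loess offset all calls split into 57 higher and 45 lower in AF4-MLL cells, and 52 higher and 38 lower in co-expression cells. In all 3 settings the smallest adjusted p-values among higher genes belonged to the pseudogenes MTATP8P2 and MTATP8P1, copies of mitochondrial sequence that share reads with it, with log2 changes from 2.15 to 2.58. HSPA5 (chromosome 9) was lower on day 28 in AF4-MLL cells, at 54.9 ± 3.3 against 112 ± 4.6 CPM (log2 −1.03, SE 0.13, adjusted p 5.5e-12), and in co-expression cells, at 55.0 ± 8.6 against 111 ± 10.6 CPM (log2 −1.08, SE 0.13, adjusted p 7.4e-13). Both calls held under all 16 alternatives. The other lower genes were AC008735.1 in AF4-MLL cells (log2 −1.64, adjusted p 0.0011, 5 to 9 counts per library on day 28), DNASE1L1, which overlaps 1 other gene, in co-expression cells (log2 −0.92, adjusted p 4e-05), and PRDM9 (log2 −0.95, adjusted p 1.9e-11) and BCL10 (log2 −0.93, adjusted p 1.3e-07) in MLL-AF4 cells. The alternative that moved these counts most was library size as the only scaling, which gave 15485, 11457 and 15566 calls, because it shifted the median of all genes by −1.06, −0.87 and −1.07. The directions above are relative to TMM scaling, under which that median was within 0.01 of 0. Each of the 6 fits that left out 1 library lowered the MLL-AF4 count by more than 1.5 times, to between 215 (without replicate 1 of day 3) and 331 calls. A gene's 3 libraries of one day lay entirely above or below those of the other day for 14.05%, 20.4% and 14.2% of the genes tested, where chance gives 10%.

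Co-expression cells were compared with each single fusion to see what the pair of fusion proteins changed. On day 3 they differed from MLL-AF4 cells in 319 genes (159 higher, 160 lower) and from AF4-MLL cells in 226 genes (85 higher, 141 lower). The lncRNA PRR34-AS1 (chromosome 22, overlapping 1 other gene) was at least 5.497-fold higher than in MLL-AF4 cells, whose libraries held 1 to 3 counts of it (adjusted p 4.2e-06). FP236383.3, from a repeated ribosomal sequence that shares reads with its copies, was also higher (log2 0.80, adjusted p 4.2e-06). DESI2 on chromosome 1 (71.5 ± 26.7 against 132 ± 10.1 CPM, log2 −0.87) and PRDM9 on chromosome 5 (115 ± 8.8 against 190 ± 19.4 CPM, log2 −0.72) were lower, each with adjusted p 4.2e-06. Against AF4-MLL cells, MINDY2 (log2 1.27) and GABPB1-IT1 (log2 1.31, overlapping 2 other genes), both on chromosome 15, were higher with adjusted p 1.4e-06. CRELD2 (chromosome 22) was lower (log2 −1.13, adjusted p 9.1e-06). MIF, which overlaps 1 other gene, was higher on day 3 at 60.8 ± 9.1 against 43.4 ± 8.9 CPM (log2 0.56, SE 0.16, adjusted p 0.038), with overlapping groups. That call held under 5 of 16 alternatives, with adjusted p from 0.014 to 0.55, and was lost without replicate 1 or 3 of the AF4-MLL cells (log2 0.43 and 0.55) or replicate 2 or 3 of the co-expression cells (log2 0.54 and 0.47). MIF was called in none of the other 11 contrasts.

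On day 28 co-expression cells differed from MLL-AF4 cells in 206 genes (73 higher, 133 lower) and from AF4-MLL cells in 299 genes (124 higher, 175 lower). MIRLET7BHG (log2 1.44, chromosome 22, overlapping 1 other gene) and SERF2 (log2 0.94, chromosome 15, overlapping 2) were higher than in MLL-AF4 cells, and MIR6724-1 (log2 −2.39) and MIR6724-4 (log2 −2.35), copies of a repeated ribosomal sequence on chromosome 21 that share reads, were lower, each with adjusted p 5.9e-06. AL121672.1 was at least 6.695-fold higher than in AF4-MLL cells, whose libraries held 2 to 3 counts (adjusted p 1.5e-05). AC092718.7 was higher too (log2 1.58, adjusted p 6.9e-05), while RUNX1T1 on chromosome 8 (11.4 ± 4.3 against 32.0 ± 3.9 CPM, log2 −1.60, adjusted p 1.3e-06) and COX20 on chromosome 1 (log2 −0.72, adjusted p 0.00017) were lower. DESeq2's Wald test called far fewer genes in these 4 comparisons, 71 and 29 on day 3 and 20 and 38 on day 28, all of which edgeR also called. Neither MIR6724-1 nor MIR6724-4 was among them, with adjusted p of 0.232 and 0.526, against 2.3e-08 at the lowest over the alternatives of each. Their log2 values ran from −3.47 to −1.67 and from −2.67 to −2.14 over these alternatives. The co-expression libraries of day 28 held 2 to 12 and 5 to 7 counts of them. Leaving out replicate 1 of the MLL-AF4 cells on day 3 lowered 319 to 113, leaving out replicate 1 or replicate 3 of the AF4-MLL cells on day 3 lowered 226 to 86, and leaving out replicate 1 of the co-expression cells on day 28 lowered 206 to 59 and 299 to 103.

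The single fusions differed from each other in 25 genes on day 3 (11 higher and 14 lower in AF4-MLL cells) and in 14 on day 28 (9 higher, 5 lower). The direction of these calls depends on the scaling, with 13 higher and 0 lower on day 3 and 2 and 0 on day 28 for library size only, and 9 and 4, then 5 and 5, for the loess offset. Under TMM there were 1687 and 1459 genes at an unadjusted p-value under 0.05 where 883 are expected by chance. Beside KMT2A, the gene AC010619.2 was higher in AF4-MLL cells on both days (198 ± 10.2 against 99.4 ± 5.0 CPM, log2 1.00, adjusted p 2.2e-10 on day 3, and 208 ± 13.9 against 95.7 ± 8.6 CPM, log2 1.12, adjusted p 1.7e-16 on day 28), under all 16 alternatives. PRDM9 (log2 −0.58, adjusted p 0.0043) and CACYBP (log2 −0.60, adjusted p 0.012) were lower on day 3, each called under 9 of 16 alternatives, and RF01518 (log2 −0.53) and FP671120.4 (log2 −0.55), both with adjusted p 0.013, on day 28, each called under 11 of 16. Without replicate 1 of the AF4-MLL cells on day 3, PRDM9 (log2 −0.54) and CACYBP (log2 −0.59) were not called, and without replicate 3 of the MLL-AF4 cells on day 28, RF01518 (log2 −0.47) and FP671120.4 (log2 −0.52) were not. DESeq2 called 2 genes on each day. Leaving out replicate 1 of the AF4-MLL cells or replicate 2 of the MLL-AF4 cells lowered the day 3 count to 2, and leaving out replicate 3 of the MLL-AF4 cells lowered the day 28 count to 2.

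**Figure D3:**
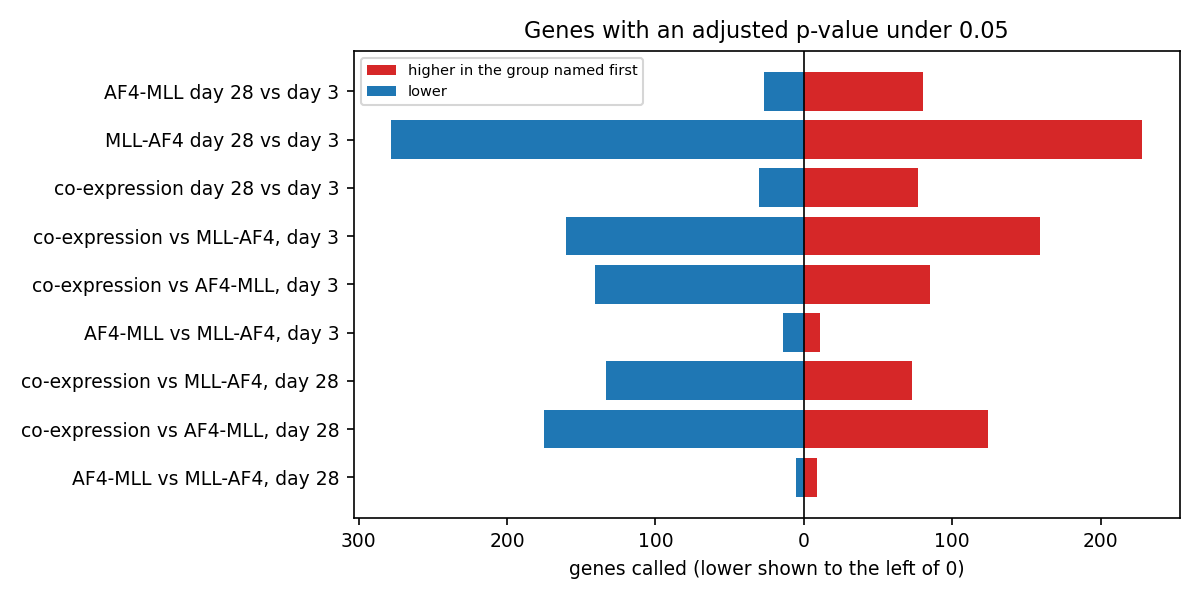
Number of genes with an adjusted p-value under 0.05 in the 9 comparisons of groups, with higher genes to the right of 0 and lower genes to the left. The counts run from 14 (AF4-MLL against MLL-AF4 cells, day 28) to 506 (MLL-AF4 cells, day 28 against day 3), and under library size as the only scaling most genes turn lower in the day comparisons.

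The study's thresholds selected 202, 449 and 209 genes in the day comparisons of AF4-MLL, MLL-AF4 and co-expression cells. Between settings they selected 492 (co-expression against MLL-AF4), 315 (co-expression against AF4-MLL) and 267 genes (AF4-MLL against MLL-AF4) on day 3, and 227, 241 and 96 on day 28. These p-values are not adjusted for the number of genes. Raising the log2 threshold to 2, the alternative that moved these counts most, left between 1 and 21 genes.

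Whether a day 3 difference was still present after 4 weeks was read from the genes called on day 3. MLL-AF4 was still expressed in co-expression cells on day 28. A maintained difference of these cells therefore does not show an effect that outlasts expression. Of the 319 genes that separated co-expression from MLL-AF4 cells, 37 were called in the same direction on day 28 (11.6%, 95% interval 8.3 to 15.6), where unrelated calls would give 0.584%. Of the 226 that separated them from AF4-MLL cells, 71 were maintained (31.4%, interval 25.4 to 37.9, 0.882% if unrelated). Of the 25 that separated the single fusions, 2 were (8.0%, interval 0.98 to 26.0, 0.038% if unrelated). These 2 were KMT2A, for which reads from the construct are not excluded, and AC010619.2. The sign on day 28 was the same for 75.5%, 93.8% and 28.0% of the genes called on day 3. With the study's thresholds the maintained shares were 10.2% (50 of 492), 20.6% (65 of 315) and 1.498% (4 of 267). Under DESeq2 the first of the adjusted shares was 4.23% (3 of 71) and the last 100% (2 of 2, again KMT2A and AC010619.2). Over 6105 genes with a mean of at least 30 counts, the log2 differences of day 3 and day 28 correlated at 0.17, 0.44 and −0.12. This correlation is across genes, which are not independent replicates.

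Interactions tested whether the change over time differed between settings. It differed in 41 genes between co-expression and MLL-AF4 cells (18 higher, 23 lower) and in 56 between AF4-MLL and MLL-AF4 cells (35 higher, 21 lower). With library size as the only scaling nearly all calls were lower, 28 of 29 and 11 of 11, with the median of all genes moved by −0.19 and −0.17, so these directions too are relative to TMM scaling. Between co-expression and AF4-MLL cells 0 genes were called, with 892 at an unadjusted p-value under 0.05 where 883 are expected by chance. DESeq2 called 0 genes in all 3 interactions, with 1206, 1176 and 540 at an unadjusted p-value under 0.05 for co-expression with MLL-AF4, AF4-MLL with MLL-AF4 and co-expression with AF4-MLL cells. It was run on the whole table of 54425 genes, so these numbers cannot be set against the 883. Leaving out replicate 2 of the MLL-AF4 cells on day 3 lowered 41 to 9, and leaving out replicate 3 of the AF4-MLL cells on day 3 lowered 56 to 20.

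Chromosomes received different shares of the nuclear counts in different groups, with 115 of 207 differences called by limma (51 higher, 64 lower). Chromosome 15 took 3.88% ± 0.04 of the nuclear counts in co-expression cells on day 3 and 3.88% ± 0.02 on day 28, against 3.10% ± 0.06 and 3.17% ± 0.004 in MLL-AF4 cells and 3.24% ± 0.03 and 3.20% ± 0.01 in AF4-MLL cells. The log2 differences were 0.32 and 0.29 (adjusted p 1.5e-16 and 6.5e-16) and 0.26 and 0.28 (adjusted p 4.0e-15 and 1.3e-15). Chromosome 9 was lower in co-expression than in AF4-MLL cells on both days (log2 −0.20 and −0.25), and AF4-MLL cells were higher than MLL-AF4 cells (log2 0.14 and 0.21). In MLL-AF4 cells the shares of chromosomes 19, 17 and 22 rose from day 3 to day 28 by 0.28, 0.24 and 0.27. On day 3 these cells had the lowest means of all groups, at 5.12%, 6.04% and 2.35%. The means of the other groups ran from 5.94% to 6.23%, from 6.45% to 7.12% and from 2.58% to 2.83%. Leaving out the 1% of genes with the highest counts gave 114 called differences and a replicate block 112. Of the genes called higher in co-expression cells, 49 of 159 and 39 of 85 on day 3 and 37 of 73 and 65 of 124 on day 28 lay on chromosome 15, in the comparisons with MLL-AF4 and with AF4-MLL cells.

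**Figure D4:**
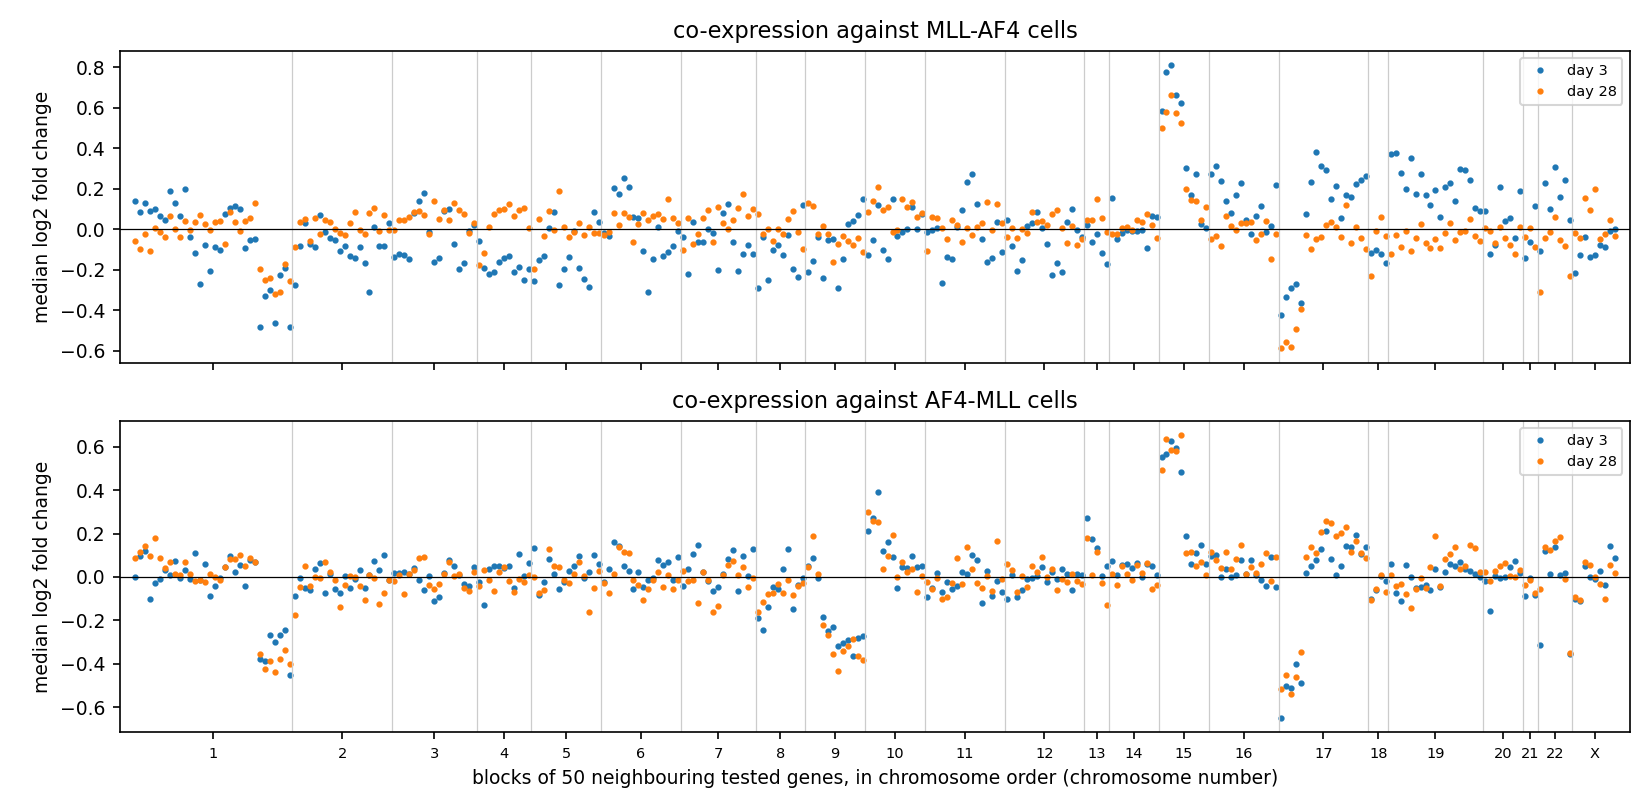
Median log2 difference of co-expression cells from MLL-AF4 cells (upper panel) and from AF4-MLL cells (lower panel) in 298 blocks of 50 neighbouring tested genes, ordered along the chromosomes, for day 3 and day 28. Against AF4-MLL cells all 20 blocks with a difference beyond 0.3 on day 3 had the same sign on day 28, among them the first blocks of chromosome 15 (higher) and of chromosome 17 and the last of chromosome 1 (lower).

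In blocks of 50 neighbouring tested genes the differences ran over long stretches. Of 298 blocks, 22 differed by more than 0.3 in the median between co-expression and MLL-AF4 cells on day 3, and 14 of these had the same sign on day 28. Against AF4-MLL cells the numbers were 20 and 20. Between the single fusions they were 11 and 5. Across blocks, day 3 and day 28 differences correlated at 0.39, 0.86 and −0.28.

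The list of MLL fusion targets had 21 of its 22 symbols in the table and 20 among the genes tested. The entry not found was looked up as ZFP521, so its absence holds for that symbol only. Over all genes tested, 0 of them were called in each of the 12 contrasts, with 0 to 3 at an unadjusted p-value under 0.05. Adjusted over the list alone, 2 were called in the comparison of co-expression with AF4-MLL cells on day 28 (EYA1 and RUNX1) and 0 in each of the other 11. As a set the list passed in no contrast, with adjusted p of at least 0.169 by fry and at least 0.409 by camera. Protein-coding genes made up 90.4% of the nuclear genes tested with a known type, and between 89.2% and 91.8% of the calls in the 5 comparisons in which at least 80% of the nuclear calls had a type. Fisher's exact test gave an adjusted p of 1 for each of the 5. The other 4 comparisons had a type for 64.0% to 78.0% of their nuclear calls, so the test is void there.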

Values the study reported

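The study reported that the set of genes maintained at day 28 came to 20.2% for cells with both fusion proteins, against 6.2% and 4.6% for the cells that carried only 1 of them. These shares come from its second ATAC-seq experiment, for which it named no thresholds separately. Where it described its first such experiment, signatures were selected with more than 2 reads, a p-value below 0.05 and a log2 change beyond 1 or 2 in either direction.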

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

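The tests with the regional offset were chosen only after these results were seen, and the other tests in this part were written down before.

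The change from day 3 to day 28 differed between groups by a test of the difference itself, the interaction of day and construct. It differed between co-expression and MLL-AF4 cells in 41 genes and between AF4-MLL and MLL-AF4 cells in 56 genes. Between co-expression and AF4-MLL cells 0 genes were called, with 892 at an unadjusted p-value under 0.05. SETMAR, which overlaps 1 other gene, fell from 27.0 ± 7.4 to 16.3 ± 2.4 CPM in MLL-AF4 cells and rose from 11.0 ± 1.0 to 23.5 ± 3.7 CPM in co-expression cells (log2 difference of the changes 1.84, SE 0.36, adjusted p 0.0028). Without replicate 2 of the MLL-AF4 cells on day 3 this call was lost (adjusted p 0.0684, in a range from 0.0014 to 0.364 over its alternatives). AC106818.1 fell from 93.3 ± 11.0 to 50.6 ± 8.1 CPM in MLL-AF4 cells, against 62.2 ± 13.5 and 69.1 ± 8.1 CPM in co-expression cells (log2 1.03, adjusted p 0.0034). Between AF4-MLL and MLL-AF4 cells, PRDM9 fell from 190 ± 19.4 to 99.1 ± 7.6 CPM in MLL-AF4 cells, against 127 ± 7.4 and 124 ± 9.9 CPM in AF4-MLL cells (log2 0.92, adjusted p 0.00025). AC026202.3 fell from 75.0 ± 1.2 to 41.5 ± 0.5 CPM, against 48.0 ± 4.4 and 57.2 ± 3.1 CPM (log2 1.14, adjusted p 0.0012). DESeq2's Wald test lost each of these calls, with adjusted p up to 0.364 for SETMAR, 0.853 for AC106818.1 and 0.218 for AC026202.3. For PRDM9 the highest adjusted p over its alternatives was 0.172, with library size as the only scaling, which also lost AC106818.1 and AC026202.3 and moved the median of all genes by −0.19 and −0.17. PRDM9 was called under 19 of 22 alternatives, so the losses named here are not all of its losses. SETMAR, AC106818.1 and AC026202.3 were called under 20 of 22 each. All 4 genes kept their sign under every alternative.

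The lower genes with the smallest adjusted p-values came from a repeated ribosomal sequence whose copies share reads. FP671120.4 rose from 154 ± 9.4 to 252 ± 18.3 CPM in MLL-AF4 cells, while its means fell from 267 ± 71.9 to 193 ± 6.7 CPM in co-expression cells (log2 −1.15, adjusted p 1.8e-06) and from 226 ± 52.9 to 171 ± 33.3 CPM in AF4-MLL cells (log2 −1.14, adjusted p 4.1e-06). FP236383.3 followed in the comparison with co-expression cells (log2 −1.06, adjusted p 2e-05) and FP671120.3 in that with AF4-MLL cells (log2 −1.10, adjusted p 6.9e-06). Each of these 4 results was called under 21 of 22 alternatives and lost under DESeq2, with adjusted p of 0.184, 0.212, 0.184 and 0.199. Their sign was negative under every alternative, with log2 values from −1.33 to −0.94. The 13 tested genes of this family had a median log2 of −1.14 and −0.96, so a shared change of reads between copies may link them. It argues against such sharing as the whole cause that 6 of the 41 and 5 of the 56 called genes belonged to the family.

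Several technical explanations were weighed. In 6 of 100 splits drawn from 200 for co-expression and MLL-AF4 cells as many genes were called as with the real labels, and the highest count among the others was 591. For AF4-MLL and MLL-AF4 cells it was 1 of 100, the real one, with at most 4 genes in the others. For co-expression and AF4-MLL cells all 100 of 100 gave at least 0 genes, with up to 982. A split that exchanges the construct labels on 1 of the days measures the sum of the construct differences. A high count there can therefore reflect constructs, but which splits gave the high counts is not shown. These splits are therefore no clean comparison for an interaction, and neither the 41 nor the 56 genes are weighed by them here. An accidental grouping is left open for both. The median over the other splits was 0 in each case. A difference in depth as the whole cause is argued against, because 24 and 16 genes were called with all libraries thinned to 284109 nuclear counts, 15 and 10 of them shared with the 41 and 56. With a trend on count density taken out, 25 of 31 and 38 of 42 genes were still called. This argues against the trend as the whole cause for the called genes that had a density. For all called genes the trend stays undecided. Only 77.5% and 76.4% of the called nuclear genes had a density, under the 80% set for the test.

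Under the regional offset, which leaves genes without a place unchanged, 12 of the 41 genes and 13 of the 56 were still called. Most of these interactions may therefore belong to shifts shared with neighbouring genes, or be too small to pass once the neighbours' shift is removed. Genes without a place may be among the 12 and 13, and for such genes a shared shift was not tested. All 3 settings are separate cell populations, and both interactions with called genes involve the MLL-AF4 cells. A response of chromatin to the fusion proteins over 4 weeks stays open. It was not separated from drift of the MLL-AF4 culture between the days or from a shift in its day 3 libraries alone. Those libraries had the lowest mean shares of chromosomes 19, 17 and 22 among the 6 groups.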

How the results depend on the processing

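The fit of nuclear genes only and the regional offset were chosen after seeing the data. No paired analysis was made the main one because libraries with the same replicate number were not seen to vary together, and the replicate number was used as a block only as an alternative. It moved no count of called genes by more than 1.5 times. DESeq2's size factors within edgeR moved none either.

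The difference in mitochondrial share between the days kept its direction in all 3 settings and moved by less than 1 SD under each alternative. KMT2A stayed called between AF4-MLL and MLL-AF4 cells on both days and between co-expression and AF4-MLL cells on day 3 under all 16 alternatives.

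With library size as the only scaling, 15485, 11457 and 15566 genes were called between the days in AF4-MLL, MLL-AF4 and co-expression cells. The shift of the median of all genes by −1.06, −0.87 and −1.07 shows the cause, since the mitochondrial share grew. KMT2A then changed by −1.08, −0.54 and −0.70 and MIF in AF4-MLL cells by −1.05, against small positive values under TMM. AFF1 changed by −1.34 and −1.16 in AF4-MLL and MLL-AF4 cells, now past the threshold, and by −0.95 in co-expression cells, against a small positive value. On day 3, 87 genes separated co-expression from AF4-MLL cells and 13 the single fusions. On day 28 the counts were 100 for co-expression against MLL-AF4 cells, 81 for co-expression against AF4-MLL cells and 2 for the single fusions. The interaction of AF4-MLL with MLL-AF4 cells had 11 genes. Scaling also moved the direction of the calls, to 193 higher and 38 lower genes for co-expression against MLL-AF4 cells on day 3, where the median of all genes shifted by 0.13. KMT2A in co-expression cells on day 28 was no longer called, at 0.54 against MLL-AF4 and −0.49 against AF4-MLL cells. In the interactions KMT2A reversed to −0.17 (co-expression with MLL-AF4 cells), and AFF1 and MIF to −0.17 and −0.069 (AF4-MLL with MLL-AF4 cells). None of these 3 was called under TMM.

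DESeq2's Wald test called 62, 275 and 66 genes between the days in AF4-MLL, MLL-AF4 and co-expression cells. It called 71 genes for co-expression against MLL-AF4 cells, 29 for co-expression against AF4-MLL cells and 2 for the single fusions on day 3, and 20, 38 and 2 on day 28. It called 0 genes (1206 at an unadjusted p-value under 0.05) and 0 genes (1176) in the interactions of co-expression and of AF4-MLL cells with MLL-AF4 cells. Each gene it called was also called by edgeR. At the study's thresholds it selected 376 and 418 genes between the days in AF4-MLL and co-expression cells, and 379, 400 and 191 on day 28 in the order above. The maintained share of adjusted calls moved to 4.23% for co-expression against MLL-AF4 cells and to 100% (2 of 2) for the single fusions. At the study's thresholds it moved to 15.2% for co-expression against AF4-MLL cells and to 0.817% (3 of 367) for the single fusions. KMT2A on day 28 was no longer called, at 0.60 against MLL-AF4 cells (adjusted p 0.193, range 0.0039 to 0.36) and −0.46 against AF4-MLL cells (adjusted p 0.406, range 0.0024 to 0.406). KMT2A and MIF changed by −0.018 and −0.0028 between the days in AF4-MLL cells, where neither was called. The cause was not tested.

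With a log2 threshold of 2, the study's selection held 12, 15 and 12 genes between the days, 21, 12 and 5 between settings on day 3 and 13, 10 and 1 on day 28, in the order above. The maintained shares were 23.8% (5 of 21), 50% (6 of 12) and 0% (0 of 5). The stricter filter on low counts left 58, 108 and 63, then 69, 32 and 20, then 25, 30 and 2 genes, with maintained shares of 5.80% for co-expression against MLL-AF4 cells and 10% for the single fusions. A higher threshold selects fewer genes by construction, and the stricter filter tests fewer genes with low counts. That accounts for lower counts only, and why the shares moved, some up and some down under each of these alternatives, was not tested. The stricter filter also gave 62 interaction genes for co-expression with MLL-AF4 cells. It reversed the log2 odds ratio of protein-coding genes among the calls to −0.52 for co-expression against AF4-MLL cells on day 3, and on day 28 to −0.045 against MLL-AF4 and −0.023 against AF4-MLL cells. The cause was not tested.

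Without a filter, 248 genes were called between the days in MLL-AF4 cells, 107 for co-expression against AF4-MLL cells and 10 for the single fusions on day 3, and 103, 123 and 4 on day 28. The interaction of AF4-MLL with MLL-AF4 cells had 26. KMT2A against AF4-MLL cells on day 28 was −0.44 and not called (adjusted p 0.128). KMT2A and MIF changed by −0.019 and −0.0064 between the days in AF4-MLL cells. In the interactions KMT2A was −0.073 (co-expression with MLL-AF4 cells) and AFF1 −0.082 (AF4-MLL with MLL-AF4 cells). More genes tested make the adjustment heavier by construction.

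The loess offset gave 13 calls for the single fusions on day 3, and fitting only the groups compared gave 42. Without mitochondrial genes and their copies, 28 genes were called between the days in AF4-MLL cells and 26 in co-expression cells, since the genes left out were themselves called and their removal makes the adjustment heavier. The interaction of AFF1 for AF4-MLL with MLL-AF4 cells, 0.0011 under TMM, was −0.063 under the loess offset, −0.0092 with nuclear genes only, −0.0018 with only the groups compared, −0.0062 with the replicate block and −0.014 with the stricter filter.

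The regional offset left 188 calls between the days in MLL-AF4 cells, 62, 55 and 9 between settings on day 3, 48, 40 and 4 on day 28, and 12 and 14 in the interactions with MLL-AF4 cells. By construction it removes what a gene with a place shares with its neighbours and leaves genes without a place unchanged. The maintained share of adjusted calls was 19.4% (12 of 62) for co-expression against MLL-AF4 cells and 22.2% (2 of 9) for the single fusions. KMT2A against MLL-AF4 cells on day 28 was 0.51 and not called (adjusted p 0.12). AFF1 between the single fusions on day 28 was −0.068. In the interactions MIF was 0.033 (co-expression with MLL-AF4 cells) and AFF1 −0.25 (AF4-MLL with MLL-AF4 cells). GABPB1-IT1 (adjusted p 0.0886, from 4.9e-07 over its alternatives), SERF2 (0.366, from 8.9e-07) and COX20 (0.0512, from 4.5e-05) were not called under this offset.

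Fits that each left out 1 library gave lower counts in most comparisons, in part because fewer libraries lower the power. Between the days they gave 215 to 331 genes in MLL-AF4 cells, lowest without replicate 1 of day 3. On day 3 they gave 113 to 272 genes for co-expression against MLL-AF4 cells (lowest without MLL-AF4 replicate 1), 86 to 179 for co-expression against AF4-MLL cells (AF4-MLL replicate 1 or 3) and 2 to 20 for the single fusions (AF4-MLL replicate 1 or MLL-AF4 replicate 2). On day 28 they gave 59 to 131 and 103 to 200 genes for co-expression against MLL-AF4 and AF4-MLL cells (both co-expression replicate 1) and 2 to 10 for the single fusions (MLL-AF4 replicate 3). The interactions had 9 to 51 genes (co-expression with MLL-AF4 cells, lowest without MLL-AF4 day 3 replicate 2), 20 to 49 (AF4-MLL with MLL-AF4 cells, AF4-MLL day 3 replicate 3) and 0 to 1 (co-expression with AF4-MLL cells, 1 without co-expression day 3 replicate 3, beside 892 genes at an unadjusted p-value under 0.05 with all libraries). KMT2A on day 28 ran from 0.43 to 0.72 against MLL-AF4 cells and from −0.63 to −0.34 against AF4-MLL cells. KMT2A also ran from −0.11 to 0.086 between the days in AF4-MLL cells and from −0.13 to 0.21 in the interaction of co-expression with MLL-AF4 cells. AFF1 between the single fusions ran from −0.036 to 0.14 on day 3, from −0.088 to 0.12 on day 28 and from −0.12 to 0.086 in the interaction. MIF ran from −0.13 to 0.13 between the days in AF4-MLL cells, from −0.17 to 0.023 in MLL-AF4 cells and from −0.032 to 0.23 in the interaction of AF4-MLL with MLL-AF4 cells. None of the values that changed sign here belonged to a called result.

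Among the other named results, 20 changed side of the threshold under 7 settings, 35 times to weaker and 2 times to stronger. Fits that left out 1 library are not in these counts and add 18 changes to weaker. Depth limits the genes with few counts most, as 38.0% of the simulated changes were recovered there.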

Other observations

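The tests with the regional offset, the loess offset, the mitochondrial copies, the nuclear genes only and the construct sequence of KMT2A were chosen only after the results were seen.

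The study's maintained share is a comparison for which mock cells are not analysed here, so the values below compare constructs with each other. At the study's thresholds 10.2% of the day 3 genes of co-expression against MLL-AF4 cells were maintained. This is lower than the share the study gave for cells with both fusion proteins. At the same thresholds 20.6% of those of co-expression against AF4-MLL cells were maintained. This is close to the share the study gave, but the closeness depends on the tool and the threshold. With DESeq2 in place of edgeR the values were 8.37% (52 of 621) for the first pair and 15.2% (65 of 427) for the second. With edgeR and a log2 threshold of 2 they were 23.8% (5 of 21) and 50% (6 of 12). The study used DESeq2 and named both thresholds, though with its first ATAC-seq experiment and not with these shares. By a different rule, the adjusted calls, 31.4% of the latter were maintained. This is higher than the share the study gave.

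Other splits of the same libraries were counted. For each of the 9 comparisons of groups, 1 of 10 splits, the real one, gave as many called genes and as many genes at the study's thresholds. The other splits called at most 8 genes, and at the study's thresholds their medians ran from 61 to 161 genes. For called chromosome shares it was 1 of 10 in 8 comparisons and 3 of 10 between the days in co-expression cells. For each of the 3 maintained shares it was 1 of 10, with 0% in all the others. With 10 splits the share is never under 0.1, so the real grouping and an accidental one cannot be told apart by this count.

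Genes that separated co-expression cells from the single fusions lay together along the chromosomes. On day 3, 95.1% of the called genes with a place (against MLL-AF4 cells) and 82.8% (against AF4-MLL cells) had the sign of their uncalled neighbours. On day 28 it was 82.1% and 88.1%. Random places gave means from 47.9% to 49.8% (permutation p 0.001 for each, the smallest that 1000 permutations can give, 0.0018 after adjustment). Under the regional offset, 56 of 319 and 50 of 226 called genes were still called on day 3, and 48 of 206 and 40 of 299 on day 28. Of the called genes, 33 and 22 on day 3 and 21 and 29 on day 28 had no RefSeq symbol. The offset left these unchanged, so they may be among the genes still called. In blocks picked on day 3, genes with low count density shifted on day 28 by 0.968 times as much as genes with high density against MLL-AF4 cells (95% interval 0.741 to 1.14). Against AF4-MLL cells the ratio was 1.03 (0.925 to 1.16). A candidate explanation is a different number of copies of chromosome segments in one or more of the cell populations, since that would move open and closed sites alike. The share of chromosome 15 set the co-expression cells apart on both days. For chromosome 9 it was the AF4-MLL cells that stood apart, with log2 differences of 0.14 and 0.21 from MLL-AF4 cells and −0.20 and −0.25 for co-expression against AF4-MLL cells. Fixed copy numbers would not cover every chromosome, because co-expression against MLL-AF4 cells went from 0.11 to −0.14 on chromosome 17, from 0.16 to −0.11 on chromosome 22 and from 0.22 to −0.041 on chromosome 19 between the days. Chromatin change over whole segments, caused by the constructs or by growth from few cells, stays open as well, because each construct is in its own cell population. DNA copy number was not analysed here. Depth as the whole cause is argued against, because 132 and 58 genes were called on day 3 and 31 and 36 on day 28 with all libraries thinned to 284109 nuclear counts, 104, 43, 26 and 29 of them shared. A trend with count density is argued against too, because with it taken out 208 of 286 and 187 of 204 genes on day 3, and 173 of 184 and 235 of 269 on day 28, were still called. For this check the share of calls with a density was taken over nuclear calls, a change made after the values were seen, which let the MLL-AF4 day comparison pass at 84.9%.

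The 506 genes called between the days in MLL-AF4 cells were weighed in the same way. With libraries thinned to 1 nuclear total 143 genes were called, 131 of them shared. With the density trend taken out 327 of 383 were still called, and under the loess offset on abundance 353 of 506. These values argue against depth, density or abundance as the whole cause. Under the regional offset 179 of the 506 remained, though it left 55 mitochondrial genes or copies and 68 genes without a RefSeq symbol unchanged. Of the placed calls, 90.9% had the sign of their neighbours. A shift shared by neighbouring genes, higher on the gene-dense chromosomes 19, 17 and 22, may thus account for much of this count. Whether it came from growth in culture, from library preparation on different days or from the construct was not separated, and no batch is given in the labels.

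Mitochondrial genes and most of their nuclear copies rose together. Of the copies, 22, 20 and 21 were called in AF4-MLL, MLL-AF4 and co-expression cells. Their lowest log2 changes were −0.36, −0.74 and 0.017. The 23 tested copies had median log2 changes of 1.85, 1.53 and 1.77 in AF4-MLL, MLL-AF4 and co-expression cells, against 1.83, 1.45 and 1.77 for the 36 tested mitochondrial genes. MTATP8P2 and MTATP8P1 were higher on day 28 under every alternative, with library size as the only scaling included. Reads shared between the mitochondrial genome and its nuclear copies may explain the rise of the copies. The mitochondrial reads as the whole cause of the other day calls are argued against, because with mitochondrial genes and copies left out 27 of 49 nuclear genes in AF4-MLL cells and 26 of 50 in co-expression cells were still called. Mitochondrial DNA content, the lysis of the cells and the day of preparation stay open for the share itself, and none of them was tested.

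The higher KMT2A counts of AF4-MLL cells were not shared by most genes around KMT2A. Its difference lay at percentile 98 of the 50 nearest tested genes on day 3 and at 100 on day 28. The 50 nearest tested genes had a median log2 difference of 0.047 on day 3 and −0.026 on day 28, with 0 of them called on each day (4 and 2 at an unadjusted p-value under 0.05), against 1.39 and 1.06 for KMT2A. This argues against the copy number of the whole segment. Reads from the introduced AF4-MLL construct, which holds KMT2A sequence, could explain it. The MLL-AF4 construct holds another part of KMT2A and most of AFF1, yet AFF1 was not raised in MLL-AF4 cells, with differences of 0.035 and 0.036 between AF4-MLL and MLL-AF4 cells that were not called. This speaks against construct reads, though it does not test the part of KMT2A that only AF4-MLL holds. Co-expression cells differed from AF4-MLL cells by −0.83 and −0.45. They received AF4-MLL before day 3, and the study describes its plasmid as lost once selection ended, so how much of it each setting held, on day 28 above all, is not known. Construct reads and a change at the gene itself therefore cannot be told apart without the number of construct copies. AC010619.2, which was chosen after its values were seen for a look at all contrasts, followed the same order of settings. It had 198 ± 10.2 and 208 ± 13.9 CPM in AF4-MLL cells, 166 ± 8.7 and 142 ± 11.1 CPM in co-expression cells and 99.4 ± 5.0 and 95.7 ± 8.6 CPM in MLL-AF4 cells on day 3 and day 28. Its place and type were not in the annotation used.

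HSPA5 was lower on day 28 in all 3 settings (log2 −1.03, −0.49 and −1.08 in AF4-MLL, MLL-AF4 and co-expression cells). With library size as the only scaling the change in AF4-MLL cells was −2.10. CRELD2, the other gene that prompted the list, did not follow, with −0.16, −0.12 and 0.31 (adjusted p 0.81, 0.82 and 0.66). Lower counts at ER stress genes as a set were tested with the list of 19 other genes. Of these, 14, 16 and 10 were lower, with 1, 2 and 0 called over all genes, 6, 8 and 3 at an unadjusted p-value under 0.05, and 5, 7 and 1 called when adjusted over the list. The fry test gave adjusted p-values of 0.0584, 0.0153 and 0.0607, and camera 0.00855, 0.00855 and 0.0239. The threshold written down was an adjusted fry p-value under 0.05, which AF4-MLL and co-expression cells missed. The reading was set to open after these values were seen, because camera passed in both. A common ER stress response on day 3, as induction itself could cause, is therefore neither shown nor excluded. Without mock cells its link to the fusion proteins was not tested.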
